# Transcriptional Response of Zebrafish Embryos Exposed to Neurotoxic Compounds Reveals a Muscle Activity Dependent *hspb11* Expression

**DOI:** 10.1371/journal.pone.0029063

**Published:** 2011-12-19

**Authors:** Nils Klüver, Lixin Yang, Wibke Busch, Katja Scheffler, Patrick Renner, Uwe Strähle, Stefan Scholz

## Abstract

Acetylcholinesterase (AChE) inhibitors are widely used as pesticides and drugs. Their primary effect is the overstimulation of cholinergic receptors which results in an improper muscular function. During vertebrate embryonic development nerve activity and intracellular downstream events are critical for the regulation of muscle fiber formation. Whether AChE inhibitors and related neurotoxic compounds also provoke specific changes in gene transcription patterns during vertebrate development that allow them to establish a mechanistic link useful for identification of developmental toxicity pathways has, however, yet not been investigated. Therefore we examined the transcriptomic response of a known AChE inhibitor, the organophosphate azinphos-methyl (APM), in zebrafish embryos and compared the response with two non-AChE inhibiting unspecific control compounds, 1,4-dimethoxybenzene (DMB) and 2,4-dinitrophenol (DNP). A highly specific cluster of APM induced gene transcripts was identified and a subset of strongly regulated genes was analyzed in more detail. The small heat shock protein *hspb11* was found to be the most sensitive induced gene in response to AChE inhibitors. Comparison of expression in wildtype, *ache* and *sop^fixe^* mutant embryos revealed that *hspb11* expression was dependent on the nicotinic acetylcholine receptor (nAChR) activity. Furthermore, modulators of intracellular calcium levels within the whole embryo led to a transcriptional up-regulation of *hspb11* which suggests that elevated intracellular calcium levels may regulate the expression of this gene. During early zebrafish development, *hspb11* was specifically expressed in muscle pioneer cells and Hspb11 morpholino-knockdown resulted in effects on slow muscle myosin organization. Our findings imply that a comparative toxicogenomic approach and functional analysis can lead to the identification of molecular mechanisms and specific marker genes for potential neurotoxic compounds.

## Introduction

Understanding of chemical-induced biological responses and their underlying pathways is indispensable to evaluate the impact of chemicals on organisms. Toxicogenomic analysis is an effective approach to better understand these pathways and their related adverse effects [1]–[3]. A major step forward is the identification of chemical-specific gene expression signatures which could be used to assign mechanisms of action (MoA) to non-characterized or unknown compounds [4]. Changes in gene expression by exposure to chemicals can be directly inferred from binding of a compound to a transcription factor. Prominent examples are the aryl hydrocarbon or estrogen receptors. However, many compounds, e.g. neurotoxic chemicals, may not interfere directly with a transcription factor but affect gene expression patterns indirectly through a complex signaling cascade.

In the present study, we examined the toxicogenomic response to azinphos-methyl (APM), an AChE-inhibitor, using zebrafish embryos as a model. AChE catalyzes the hydrolysis of the neurotransmitter acetylcholine (ACh) and is important for the cholinergic neurotransmission. Furthermore, non-cholinergic functions of AChE have been described in neuronal development [5], [6]. AChE is the target of many toxins like insecticides, chemical weapons, and snake venoms [7]. Prolonged AChE inhibition or complete lack of AChE results in an accumulation of ACh and overstimulation of the muscle, leading to spasms and myopathy-like phenotypes [5], [8], [9]. The zebrafish embryo has been selected as model for the following reasons: (i) Toxicogenomic approaches in the zebrafish embryo have recently shown that chemicals can provoke specific and sensitive gene expression changes [10]–[12]. (ii) It has been described that AChE is required for neuronal and muscular development in zebrafish embryos and no other ACh-hydrolyzing enzymes are present in this organism [5], [13], [14]. (iii) Appropriate mutant strains that either lack AChE (*ache*) or nAChR (*sop^fixe^*) activity are available to support functional analyses.

First, we compared changes in gene expression patterns provoked by APM with those of two non-AChE inhibiting compounds, 1,4-dimethoxybenzene (DMB), a narcotic (baseline toxic) compound and 2,4-dinitrophenol (DNP), an oxidative decoupling agent. The test compounds were selected to allow the identification of genes specifically responding to compounds inhibiting acetylcholine esterase. Neurotoxicity is a common MoA among compounds exhibiting an excess toxicity (i.e. ratio of predicted baseline toxicity versus measured toxicity). The organophosphate insecticide and known acetylcholine esterase inhibitor APM [15] exhibits a high acute excess toxicity, i.e. the measured LC_50_ is 1340fold below the predicted acute toxicity [16]. This clearly supports the specific neurotoxic mode of action. The other compounds were selected as two different non-neurotoxic reference compounds in order to allow the identification of MoA specific gene expression patterns. DNP, an industrial chemical, is a protonionophor or uncoupling agent that disrupts generation of ATP from proton-gradients in the mitochondria [17]. DNP has a moderate excess toxicity of 23. In contrast to APM and DNP the acute fish toxicity of DMB is in the same order of magnitude as the predicted baseline-toxicity. Subsequently, detailed transcriptional analyses of selected genes were applied to link gene expression changes to the MoA. We investigate the expression of the small heat shock protein *hspb11* in wildtype, *ache* and *sop^fixe^* mutant embryos in more detail and study its role during development. For the first time, we demonstrate that developmental *hspb11* expression is muscle-activity dependent and is indirectly regulated by intracellular calcium levels. Furthermore, Hspb11 is required for slow muscle myofibril organization in the embryo. These results show that a comparative toxicogenomic approach and functional analysis can lead to the identification of molecular mechanisms and specific marker genes for potential neurotoxic compounds.

## Results

### Toxicogenomic responses to APM exposure are highly specific

For transcriptional profiling it was aimed that similar – with respect to toxicity – effect concentrations were used that did not induce severe morphological changes. Based on concentration response curves of zebrafish embryos exposed from 2-50 hours post fertilization (hpf) we selected the modeled LC_10_ (6 µM for APM, 509 µM for DMB and 14 µM for DNP) as exposure concentrations for the microarray study (Figure S1). Exposures to this effect level did not induce gross morphological changes. However, APM inhibited zebrafish AChE enzymatic activity half-maximally at 0.15 µM and caused an almost complete block of AChE activity at 6 µM (Figure S2). It is known that in *ache* mutants the lack of AChE activity can cause a progressive myopathy in zebrafish embryos [5], [8]. To test whether APM caused similar defects we performed a birefringence analysis of embryos exposed from 12–72 hpf to 6 µM APM (according to [8]). APM treated embryos were immobile and displayed a reduced birefringence compared to controls (Figure 1). This suggests that a prolonged exposure with 6 µM APM caused changes in muscular structures.

**Figure 1:**
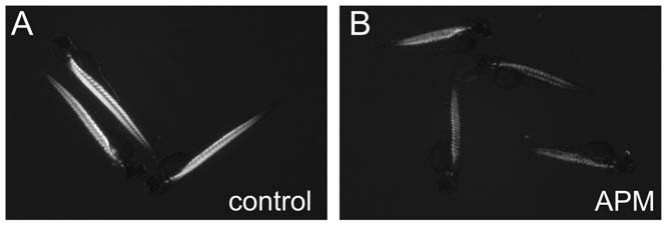
Repression of AChE activity with APM resulted in a reduced birefringence. (A) Wild-type zebrafish embryo axial musculature is highly birefringent at 72 hpf. (B) APM [6 µM] exposure from 12–72 hpf resulted in defects in the axial musculature, which are shown by a reduced birefringence at 72 hpf.

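The microarray data comprise 32 single-colour arrays, with 4 independent biological replicates in each of 8 conditions. These are controls and embryos exposed to APM, DMB or DNP, each for 24 h (26 to 50 hpf) or for 48 h (2 to 50 hpf), and the RNA of 50 embryos was hybridized to each array. The paper gives the concentrations as 6 µM APM, 509 µM DMB and 14 µM DNP; the sample labels give those of APM and DNP with more digits. An array carries 2 spots for each of 21495 probes, 42990 spots in all, besides 1417 control spots. The authors deposited the output of the extraction software for each array, which gives every spot a processed signal, an intensity on a linear scale after the software's background correction. They also deposited a table of log2 values per probe, which was used here only as an alternative. After 24 h, the share of spots well above background was 66.9 to 69.7% (median 68.7%) in the controls, 64.2 to 72.8% (69.8%) with APM, 70.1 to 72.4% (70.9%) with DMB and 67.5 to 71.3% (69.9%) with DNP. After 48 h it was 66.1 to 71.5% (67.5%) in the controls, 61.3 to 72.1% (65.7%) with APM, 56.9 to 67.1% (62.5%) with DMB and 62.9 to 67.4% (66.5%) with DNP. The 75th percentile of the signal lay between 1245.3 and 2886.3 on all arrays except DMB replicate 4 of 48 h, where it was 631.2. At most 2 spots of an array were saturated. For the values below, the log2 processed signals were quantile normalized over all 32 arrays, between 5 and 410 spots per array with an outlier mark were set to missing, and the spots of a probe were averaged. A probe was tested for a duration when it was well above background, on at least 1 of its 2 spots, on at least 4 of the 16 arrays. Each duration was fitted separately with limma over its 16 arrays and 4 groups, and p-values were adjusted per comparison by the method of Benjamini and Hochberg, with a threshold of 0.05. The number of arrays limits the precision of each value.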

For the microarray analysis we exposed zebrafish embryos for 24 h (26–50 hpf) and 48 h (2–50 hpf). The different exposure durations were chosen in order to identify potential differences with respect to primary or secondary responses. By hierarchical cluster analysis we identified an APM specific cluster of significantly induced genes after the 24 h as well as the 48 h exposure (Figure S3). 

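After the 24 h exposure, 15811 probes were tested. In APM-treated embryos 24 probes were higher and 0 were lower than in the controls, and on each of the 24 probes the 4 APM arrays lay above all 4 control arrays, a separation that chance gives a probe, in either direction, with a probability of 0.0286. Without adjustment, 370 probes were higher and 440 lower at a p below 0.05, a total of 810 where 791 would be reached by chance. A probe was counted as APM specific when it differed in the same direction from the controls, from DMB and from DNP. This was the case for 15 induced and 0 repressed probes, 11 of which carry a gene symbol and represent 10 genes. Their log2 fold changes against the controls ranged from 0.56 to 2.82. Counting probes called for APM and for neither DMB nor DNP gave 23 probes, of which 14 were among the 15. The largest change was that of *hspb11*, which the array lists as mg:cb02d06 and which has 2 probes. On the brighter probe its log2 signal was 11.58 ± 0.42 in the controls and 14.12 ± 0.62 in APM-treated embryos (SD, n = 4 each), a log2 fold change of 2.54 (SE 0.29, limma adjusted p = 0.000553). The other probe gave 2.82 (adjusted p = 0.000181). The log2 signal of *rrad* rose from 6.76 ± 0.24 to 9.03 ± 0.31, by 2.27 (SE 0.15, adjusted p = 2.12e-06), and that of *pth1a* from 7.23 ± 0.13 to 8.76 ± 0.34, by 1.53 (SE 0.16, adjusted p = 0.000165). The probe of *tnni4a* was well above background on 4 APM arrays and on 0 control arrays, so that no fold is given for it. Its log2 signal was 3.55 ± 0.50 in the controls, below background, and 5.26 ± 0.14 with APM, and the fitted change of 1.72 depended on the treatment of dim signals: it was 0.27 under the normexp background correction (adjusted p = 0.104), and the call was also lost under the 75th percentile normalization (adjusted p = 0.07) and with all 32 arrays (adjusted p = 0.818).
After the 48 h exposure, 15360 probes were tested, and limma called 0 probes higher and 0 lower with APM. Without adjustment, 84 were higher and 244 lower, a total of 328 where chance gives 768, and the smallest adjusted p was 0.974. The count after 24 h moved most with the arrays in the fit and with the slide: a fit over all 32 arrays called 2 probes and 0 APM specific probes, whereas the slide as a random block raised the count to 71 higher and 19 lower. With the replicate number as a block, 41 probes were higher and 3 lower. Without APM replicate 2, 13 probes were higher and 5 were APM specific. After 48 h the count for APM stayed at 0 under each of 26 alternatives.

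**Figure D1:**
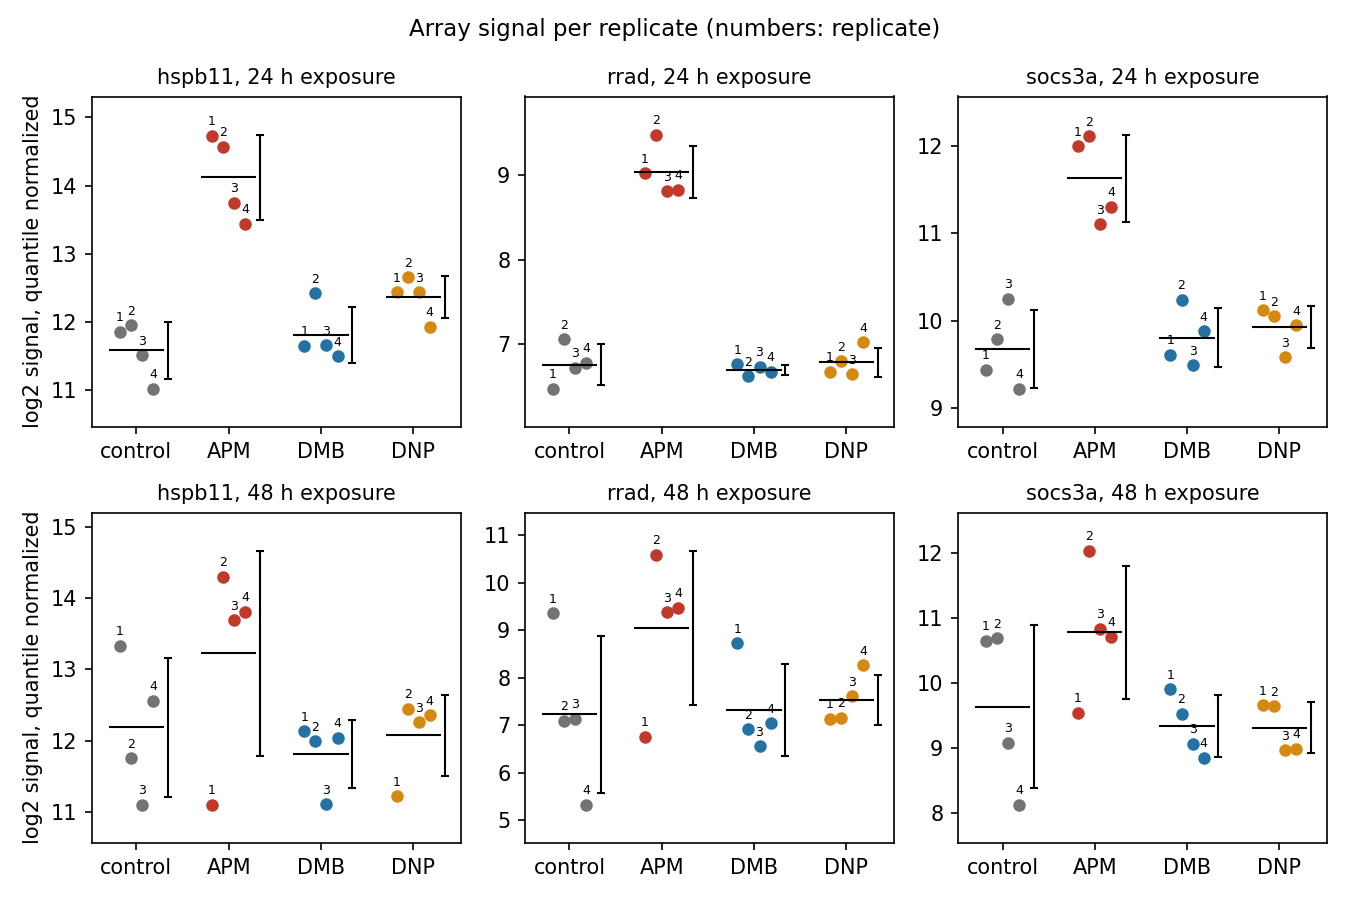
Log2 signal after quantile normalization (vertical axis) of *hspb11*, *rrad* and *socs3a* on each array, by treatment (horizontal axis), after 24 h (upper panels) and 48 h (lower panels); points are arrays labelled with their replicate number, horizontal lines are means and bars are the SD of 4 arrays. After 24 h the 4 APM arrays of each gene lie above all 4 control arrays, and after 48 h the groups overlap.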

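The durations were compared over the 15196 probes tested at both. The 15 APM specific probes of 24 h had a median absolute log2 fold change of 1.53 ± 0.25 after 24 h and of 0.57 ± 0.35 after 48 h (SD over the 4 APM arrays); since the probes were selected at 24 h, this comparison favours that duration. With single replicates left out the size after 48 h ranged from 0.31 (without control replicate 3) to 0.88 (without APM replicate 1). All 15 were higher than in the controls after 48 h as well, 3 of them at an unadjusted p below 0.05. Of the 24 probes called after 24 h, 23 had the same direction after 48 h, or 95.8% (exact 95% interval 78.9 to 99.9%, although probes are not independent), against 42.1% of all probes. A direct test of the APM effect after 24 h minus that after 48 h, over all 32 arrays, called 0 probes; 601 probes (4%) had an unadjusted p below 0.05 and the smallest adjusted p was 0.881. With a separate spread for each duration, an alternative chosen after the spreads were seen, the count was also 0. In that fit the effect was larger after 24 h on 15 of the 15 probes, and 2 passed the threshold when adjusted over the list alone, which is not independent evidence because the list was selected on these arrays. The median standard error of an APM change was 0.15 after 24 h and 0.30 after 48 h. For *hspb11*, the log2 signal after 48 h was 12.18 ± 0.97 in the controls and 13.23 ± 1.44 with APM (SD, n = 4 each), a log2 fold change of 1.04 (SE 0.62, adjusted p = 0.974), with 3 of 4 APM arrays above the mean of the controls. With single replicates left out this change ranged from 0.68 (without control replicate 3 or APM replicate 2) to 1.75 (without APM replicate 1). The difference between its effects was 1.5 (SE 0.71, adjusted p = 0.881).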

The observed differences, however, were more prominent after 24 h of exposure. In order to identify pathways, associated with the transcriptional changes, a gene set enrichment analysis (GSEA) was performed. 

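The GSEA of the paper used MSigDB sets and human orthologs, which were not used here. Instead, 22 lists of zebrafish gene symbols were tested with camera of limma (preset correlation 0.01), comparing APM with the mean of the controls, DMB and DNP of a duration, with the brightest probe of a gene and adjustment over the 22 lists and both durations. Most lists stand for kinds of sets that Table S1 of the paper names, and a few further lists serve as checks. The paper found its sets on these same arrays, so that a call for such a list is not independent evidence. After 24 h the axon guidance list (37 genes) was lower, with a median log2 change of -0.21, 3 of 37 genes higher and an adjusted p of 2.35e-08. The mean deviation of this list was -0.46 in APM replicate 3 and between -0.06 and -0.08 in the other 3 APM arrays, while the controls ranged from -0.13 to 0.14. These 3 APM arrays thus lay within the range of the controls. Without APM replicate 3 the median was -0.12 (camera adjusted p = 0.000143). The call was lost with fry of limma, which uses no preset correlation (adjusted p = 0.0845). It was also lost under camera with an estimated correlation (adjusted p = 0.187). The neurogenesis list (37 genes) had a median of -0.05 (adjusted p = 0.203), which passed the threshold without APM replicate 2 (-0.10, adjusted p = 0.0344). The voltage gated channel list (6 genes) had a median of -0.09 (adjusted p = 0.126), and passed the threshold without APM replicate 3 (-0.18, adjusted p = 0.037). The striated muscle contraction list was higher, with 34 of 50 genes above 0, a median of 0.05 and an adjusted p of 0.0145, and it lost this call under the 75th percentile normalization (0.01, adjusted p = 0.345) and against the controls alone (0.02, adjusted p = 0.242).

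**Figure D2:**
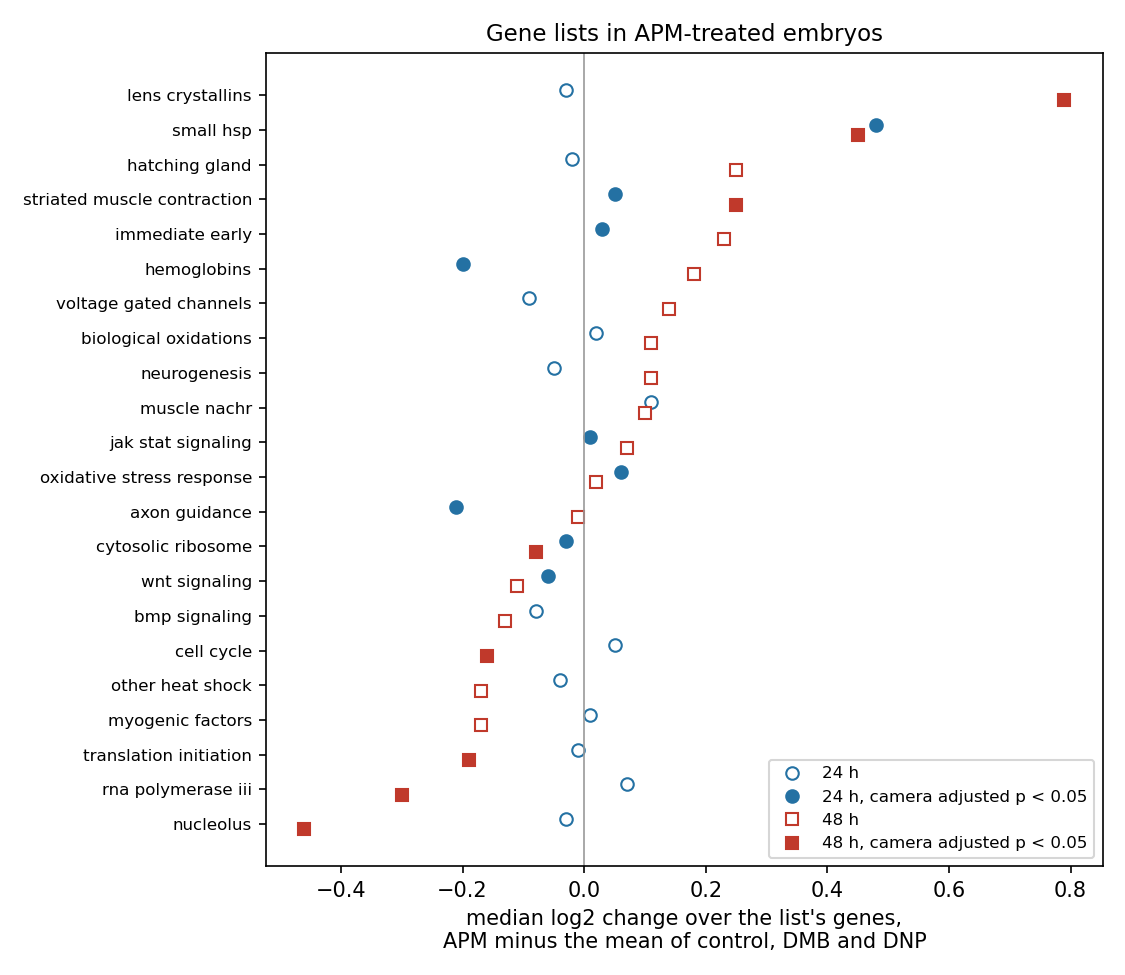
Median log2 change over the genes of each of the 22 lists (vertical axis), APM minus the mean of controls, DMB and DNP (horizontal axis), after 24 h (circles) and 48 h (squares), with filled symbols for a camera adjusted p below 0.05. After 24 h the striated muscle contraction list lies at 0.05 and the axon guidance list at -0.21.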

Some of the identified gene sets in the 24 h and 48 h treatments referred to factors/genes involved in neuronal and muscle function/differentiation (axon guidance, neurogenesis, voltage gated channel activity, muscle structure and contraction, muscle tissue maintenance and differentiation, supplement Table S1). 

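After 48 h the striated muscle contraction list (51 genes on the arrays of this duration) had a median log2 change of 0.25, with 41 of 51 genes above 0 and an adjusted p of 3.48e-09 by camera. Its mean deviation was 0.15 to 0.42 in the 4 APM arrays, -0.37 to 0.37 in the controls, -0.27 to -0.01 with DMB and -0.39 to -0.06 with DNP. Against the controls alone the median was 0.21 (adjusted p = 0.000589), and without control replicate 4 it was 0.01, so that this difference rests on that array. The axon guidance list had a median of -0.01 (adjusted p = 0.496), which became 0.24 (adjusted p = 0.00247) against the controls alone and -0.16 (adjusted p = 0.0393) with the slide as a block. The neurogenesis list (38 genes) had a median of 0.11 (adjusted p = 0.266), and passed the threshold against the controls alone (0.16, adjusted p = 0.0098) and without APM replicate 1 (0.13, adjusted p = 0.0125). The voltage gated channel list (5 genes) had a median of 0.14 (adjusted p = 0.706). Of 6 lists of neuronal and muscle genes, counted together after their values were seen, which besides these comprise myogenic factors and the subunits of the muscle nAChR, 2 passed the threshold after 24 h and 1 after 48 h. Against the controls alone, 1 passed after 24 h and 3 after 48 h, the only alternative of 23 with more such lists after 48 h; 3 had as many at both durations and 19 fewer after 48 h.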

More gene sets indicating effects specific for neurons and muscles were identified for the 48 h treatment. This may indicate that GSEA revealed (subtle) changes in neuron or muscle structure and differentiation. However, GSEA did not indicate interference with a specific signaling pathway.

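Lists of 3 signaling pathways were tested by camera as well. The Wnt list (35 genes) was lower with APM after 24 h, with a median log2 change of -0.06, 6 of 35 genes above 0 and an adjusted p of 0.00451; after 48 h the median was -0.11 (adjusted p = 0.108), and it passed the threshold with the slide as a block (-0.13, adjusted p = 0.0289), without APM replicate 3 (-0.19, adjusted p = 0.0356) and without DMB replicate 1 (-0.14, adjusted p = 0.0436). Against the controls alone the call after 24 h was lost (-0.08, adjusted p = 0.119). For the BMP list (24 genes) the medians were -0.08 (adjusted p = 0.0725) and -0.13 (adjusted p = 0.762). After 24 h it passed the threshold in 6 of 23 alternatives, among them the slide as a block (adjusted p = 0.0415), the mean of all probes of a gene (0.0377) and leaving out APM replicate 3 (-0.09, adjusted p = 0.0436). The JAK-STAT list (22 genes), which contains *socs3a*, was higher after 24 h by its mean of 0.23 at a median of 0.01, with 12 of 22 genes above 0 and an adjusted p of 0.0261, and did not pass the threshold after 48 h (median 0.07, adjusted p = 0.0798). It passed after 48 h against the controls alone (0.15, adjusted p = 0.0149) and without APM replicate 1 (0.12, adjusted p = 0.00941). The call after 24 h was lost with the replicate number as a block (adjusted p = 0.0538) and without APM replicate 1, 2 or 4 (adjusted p = 0.0561, 0.074 and 0.0601), and its median turned to -0.02 under the 75th percentile normalization. Under fry of limma the JAK-STAT list kept its call after 24 h (adjusted p = 0.0104) and the Wnt list did not (adjusted p = 0.125); with an estimated correlation neither did (0.187 and 0.251). Table S1 of the paper lists Wnt and BMP signaling sets among those lower after 24 h.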

### Transcriptional changes of the zebrafish embryo are AChE-inhibitor concentration-dependent

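The *socs3a* probe, listed on the array as zgc:56537, was APM specific after 24 h. Its log2 signal was 9.68 ± 0.45 in the controls and 11.62 ± 0.50 with APM (SD, n = 4 each), a log2 fold change of 1.95 (SE 0.25, limma adjusted p = 0.0019), or 3.86-fold, and all 4 APM arrays lay above the 4 control arrays. The call was lost in the fit over all 32 arrays (adjusted p = 0.357) and in that over the 8 arrays compared (adjusted p = 0.0771). After 48 h the log2 fold change was 1.14 (SE 0.56, adjusted p = 0.974). In linear terms the brighter probe of *hspb11* was 5.82-fold higher after 24 h, and this call held under 23 of 24 alternatives and was lost in the fit over all 32 arrays (adjusted p = 0.1), in which the other probe was still called (adjusted p = 0.0462). The array has no probe that carries the name *pdlim3b*, and no value is given for this gene.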

In order to unravel the MoA leading to the expression changes in the APM-specific gene cluster, we selected *hspb11* (heat shock protein, alpha-crystallin-related, b11), *pdlim3b* (PDZ and LIM domain 3b), and *socs3a* (suppressor of cytokine signaling 3a) for concentration-dependent quantitative expression analysis. The selection of these genes was based on an initial RT-PCR verification experiments (not shown) and the genes covered different potential gene functions, e.g. stress response (*hspb11*), immuno response (*socs3a*) and cytoskelatal assembly (*pdlim3b*). The expression of these genes was gradually increased with elevated APM concentrations. By means of qPCR an about two-fold (*pdlim3b*), 8-fold (*hspb11*) and 6-fold (*socs3a*) maximum induction after 24 h of exposure was observed (Figure 2A). Lowest observed effect concentrations for gene expression changes compared to the control were 0.7 µM and 3 µM of APM. Changes of *hspb11* and *socs3a* gene expression were already detected in 2 h (48 to 50 hpf) APM exposures whereas the induction of *hspb11* (approx. 20-fold) exceeded the levels of expression after 24 h of exposure (Figure 2A and B). The expression of *hspb11* was also found to be induced by other AChE inhibitors such as propoxur, disulfoton, and galantamine (Figure S4). In contrast, the expression of *socs3a* was not affected by the disulfoton treatment but also elevated after a treatment with the non-AChE-inhibiting compound 4-nitrophenol (Figure S4D). *Pdlim3b* was induced by all tested AChE inhibitors and not by 4-nitrophenol. This suggests that *hspb11* and *pdlim3b* up-regulation is a specific response to AChE inhibitors. Due to the strong and sensitive changes in *hspb11* expression subsequent functional analyses were focused on *hspb11*.

**Figure 2:**
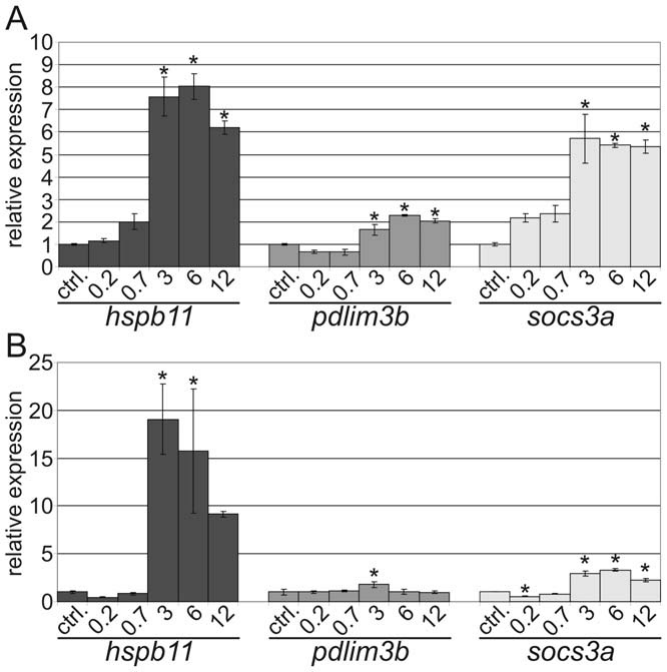
APM concentration dependent induction of *hspb11*, *pdlim3b* and *socs3a* in zebrafish embryos. APM exposures for (A) 24 h (26–50 hpf) and (B) 2 h (48–50 hpf). Concentrations are given in µM. Bars represent the relative gene expression as fold change of the respective untreated control as mean ± standard deviation of three independent replicate exposures. Control  =  ctrl. * P<0.05.

### APM Mediated *hspb11* Up-Regulation Depends on nAChR Activity

APM-induced *hspb11* expression could be mediated by the overstimulation of the nAChR. In order to elucidate the role of nAChR we analyzed *hspb11* expression in the zebrafish *ache* and *sop^fixe^* mutant lines. Due to a point mutation in the *ache* gene, homozygous *ache* mutant embryos completely lack AChE activity [5]. The *sop^fixe^* mutant harbors a point mutation in the δ-subunit of the muscular nAChR, encoded by the gene *chrnd*, and, hence, lacks a functional nAChR. The δ-subunit is expressed in all striated muscles in embryonic and early larval stages [18]. Homozygous (−/−) forms of both mutant embryos show severe impairment of motility but are viable up to 5 days post fertilization (dpf). Interestingly, the expression of *hspb11* was strongly increased in 48 hpf *ache* −/− and repressed in *sop^fixe^* −/− mutant embryos (Figure 3A). Furthermore, exposure of *sop^fixe^* −/− with APM (24–48 hpf) did not result in further induction of *hspb11* expression, whereas *sop^fixe^* siblings exposed to APM showed a 9-fold up-regulation (Figure 3B). These data indicate that *hspb11* induction by APM is dependent on a functional nAChR.

**Figure 3:**
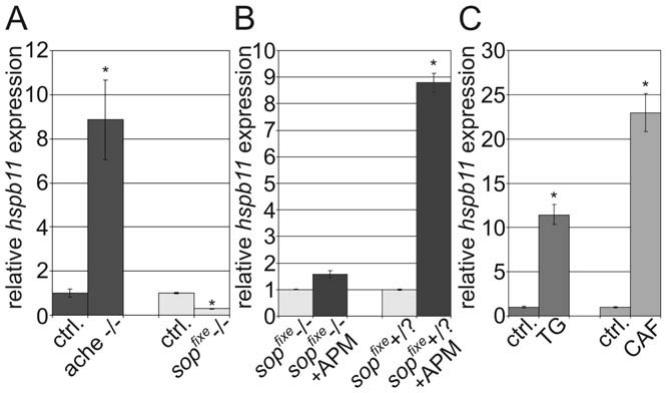
APM mediated *hspb11* induction depends on nAChR activity and increased intracellular calcium levels. (A) *hspb11* expression analysis in *ache* and *sop^fixe^−/−* zebrafish mutant embryos at 48 hpf. (B) *hspb11* expression in *sop^fixe^* null mutants and siblings (+/?  =  heterozygous and wildtype) after APM (6 µM) exposure (26–50 hpf). (C) 1 µM Thapsigargin (TG) and 2 mM caffeine (CAF) induce *hspb11* expression in zebrafish embryos (exposure period 48–50 hpf). Bars represent the relative gene expression as fold change of the respective untreated control as mean ± standard deviation of three independent replicate exposures Control  =  ctrl. * P<0.05.

### Modulators of Cytosolic Calcium Levels Induce *hspb11* Expression

ACh triggers muscular contraction by depolarizing muscle cells and subsequent transient release of calcium from the sarcoplasmatic reticulum. Calcium is not only the principal signaling molecule for muscle contraction, it is also required for normal development of muscles. It is hypothesized that excess activation of AChR by unhydrolyzed ACh results in a large influx of calcium ions in muscle cells. Indirect evidence for the role of calcium ions is provided by studies that demonstrate a rescue of myopathy (provoked by exposure to AChE inhibitors) by calcium channel blockers [19]–[21]. Hence, we concluded that *hspb11* induction by AChE inhibition might be a result of increased cytosolic calcium levels and increased muscular contractions mediated by overstimulation of the nAChR. Hence, non-AChE inhibiting compounds that lead to an increase in cytosolic calcium should increase *hspb11* mRNA abundance. Therefore, we exposed zebrafish with thapsigargin and caffeine. Thapsigargin is a specific blocker of the sarco/endoplasmic reticulum calcium-ATPase (SERCA) [22]. Caffeine represents an activator of ryanodine receptors (RyRs), a major mediator of calcium-induced calcium release in adaxial muscles [23]. Exposure of wildtype embryos with either thapsigargin [1 µM] for 2 h (48–50 hpf) or caffeine [2 mM] for 24 h (26–50 hpf) resulted in an increased *hspb11* gene expression. Thapsigargin induced *hspb11* mRNA expression 11-fold and caffeine 23-fold (Figure 3C).

### *Hspb11* Is Expressed in Muscle Pioneers and Shows a Muscle-activity Dependent Expression

In order to determine the function of *hspb11*, we first analyzed the spatiotemporal *hspb11* expression. At 18 hpf *hspb11* is expressed in the adaxial cells (i.e. somitic cells next to the notochord, Figure 4A–A″). At 24 hpf *hspb11* mRNA expression is restricted to muscle pioneers (Figure 4B and B′). To elucidate whether the *hspb11* transcripts are exclusively expressed at these early stages in muscle pioneers, we screened the *hspb11* expression pattern in *smu −/−* mutant embryos. *smu* mutants are defective in smoothened - a mediator of hedgehog signals - and lack muscle pioneers [24]. In *smu −/−* embryos *hspb11* expression was lost (Figure S5A and B) indicating that *hspb11* is specifically expressed in muscle pioneers. During later development *hspb11* expression was restricted to the notochord (Figure 4C). Interestingly, this *hspb11* expression pattern changed in APM exposed embryos and in *ache−/−* mutant embryos where transcripts were also detected in the myotomes of the trunk in addition to the notochord (Figure 4D and E). To test whether the developmental *hspb11* expression is dependent on nAChR activity we investigated the *hspb11* expression pattern of *sop^fixe^* mutants. Of a single cross of heterozygote parents we used 30 embryos at 18 hpf for WISH. In 8 embryos, we did not detect any *hspb11* expression pattern in muscle pioneers whereas 22 embryos showed a wildtype *hspb11* expression pattern, as expected for a recessive trait inherited in a mendelian fashion (Figure 4F and H). Further, at 24 hpf the *sop^fixe^ −/−* embryos lack *hspb11* expression pattern whereas *sop^fixe^+/?* embryos have a wildtype *hspb11* expression pattern (Figure 4G and I). To exclude that the lack of *hspb11* expression pattern is caused by a loss of muscle pioneers in *sop^fixe^−/−* embryos, we analyzed the *eng2a* expression in *sop^fixe^−/−* embryos. It is known that muscle pioneers highly express *engrailed1* and *engrailed2* genes [25]. In all embryos of a cross of heterozygous parents, we detected muscle pioneer specific *eng2a* expression at 18 hpf (Figure S5C). These altered *hspb11* expression patterns led us to ask if the *hspb11* expression is muscle-activity dependent and can be repressed by blocking the muscle contraction with the anesthetic MS-222, a voltage-gated Na+ channel blocker, in order to prevent action potentials. Treatment with MS-222 [0.5 mM] for a 6 h (18 hpf to 24 hpf) resulted in a significant *hspb11* repression (Figure 5A) and the wildtype *hspb11* expression pattern was lost (Figure 5B and C). This suggests that the developmental *hspb11* gene expression is muscle activity dependent.

**Figure 4:**
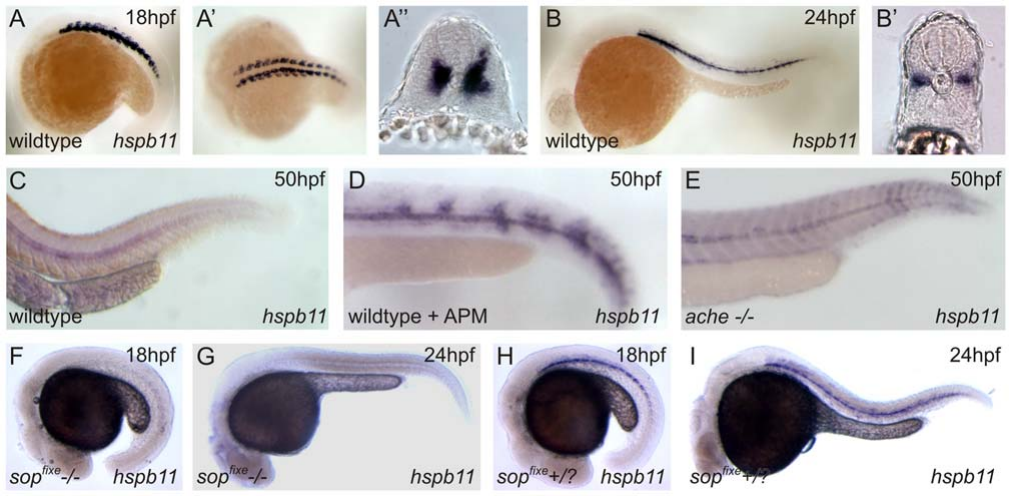
Developmental *hspb11* expression pattern in wildtype, APM exposed, *ache* and *sop^fixe^* mutant embryos. Expression pattern of *hspb11* at 18 hpf were detected in developing adaxial musculature (A–A″). During later developmental stages, at 24 hpf, *hspb11* mRNA transcripts were restricted to muscle pioneers (B and B′) and became only expressed in the notochord at 50 hpf (C). (A, B) lateral view, (A′) dorsal view and (A″ and B′) cross sections. Increased expression pattern in axial musculature was observed in APM exposed (D) and homozygous (−/−) *ache* mutant embryos (E). *Hspb11* expression in homozygous *sop^fixe^−/−* embryos (F and G) and heterozygous/wildtype (+/?) siblings (*H* and *I*).

**Figure 5:**
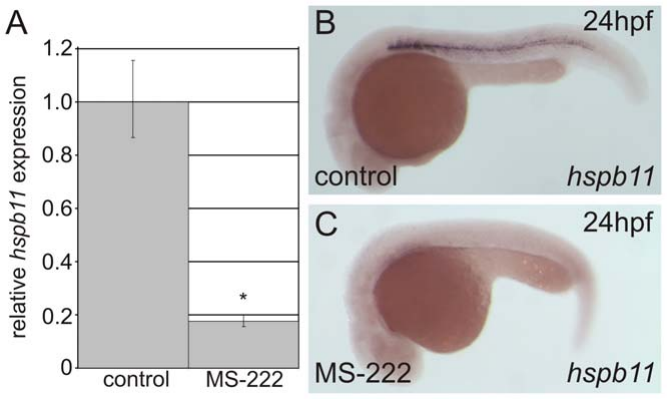
Blocking the skeletal muscle contraction with MS-222 inhibits developmental *hspb11* expression. (A) qPCR *hspb11* expression analysis. (B) Wildtype *hspb11* expression pattern at 24 hpf. (C) MS222 treatment results in the loss of *hspb11* expression pattern at 24 hpf.

### Hspb11 is Involved in Slow Muscle Myosin Organization and/or Maintenance

To examine the developmental function of Hspb11, we performed a morpholino-mediated knockdown of Hspb11. Therefore we used two translation-blocking morpholinos, MO(ATG)-*hspb11* and MO(5′UTR)-*hspb11*, and a mismatch control morpholino (mmMO-*hspb11*) that harbors five mismatches compared to the MO(*ATG*)-*hspb11* were used. To avoid interference with nonspecifically induced apoptosis a morpholino directed against *p53* was co-injected [26]. To prove that the injected *hspb11* morpholinos are specific to *hspb11* mRNA we performed additional control experiments. First, we injected a *gfp* mRNAs that contains either the morpholino binding site for MO(ATG)-*hspb11* or MO(5′UTR)-*hspb11* upstream of the GFP coding sequence and we detected a bright GFP fluorescence (Figure S6). Coinjection of *gfp* mRNA with either MO(ATG)-*hspb11* or MO(5′UTR)-*hspb11* strongly reduced the GFP fluorescence (Figure S6). Further, coinjection with the designed mmMO-*hspb11* and *gfp* mRNA did not reduce the GFP fluorescence (Figure S6).

Both MO(ATG)-*hspb11* and MO(5′UTR)-*hspb11* morphants showed a ventral body curvature. In MO(ATG)-*hspb11* and MO(5′UTR)-*hspb11* injected embryos, 82% (n = 79, 2 replicates) and 73% (n = 114, 2 replicates) showed a morphant phenotype, respectively. The MO(5′UTR)-*hspb11* phenotype was much stronger and mmMO-*hspb11* control injected embryos showed no effects (Figure 6A–C). Additionally, we tried to rescue this morphant phenotype by coinjection of a *hspb11* mRNA that is not targeted by MO(ATG)-*hspb11* and MO(5′UTR)-*hspb11*. Coinjection of the *hspb11* mRNA with either MO(ATG)-*hspb11* or MO(5′UTR)-*hspb11* reduced the ventral body curvature phenotypes to 53% (n = 98, 2 replicates) and 51% (n = 137, 2 replicates), respectively.

**Figure 6:**
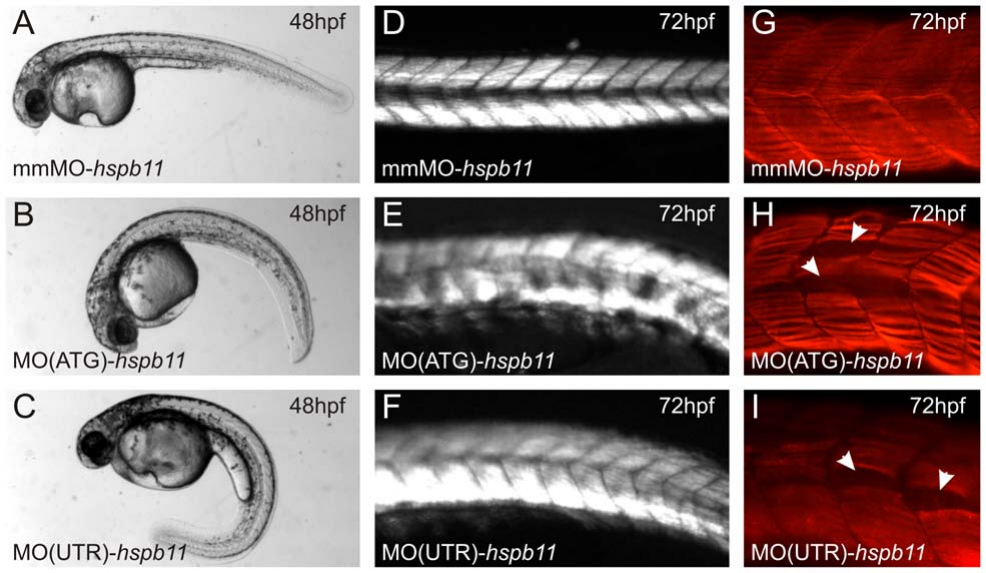
Knockdown of Hspb11 results in slow muscle myosin disorganization in skeletal muscles. (A, D and G) mmMO-*hspb11* injected embryos. (B, E and H) MO(ATG)-*hspb11* morphants. (C, F and I) MO(UTR)-*hspb11* morphants. (A–C) Phenotypic observations of morpholino injected embryos at 48 hpf. (D–E) Muscle organization determined with birefringence at 72 hpf. (G–I) Slow muscle myosin distribution at 72 hpf shown by immunofluorescence staining with antibody F59. Arrows indicate gaps in fiber distribution.

In MO(ATG)-*hspb11*, MO(5′UTR)-*hspb11* and mmMO-*hspb11* injected embryos, we detected a wildtype *eng2a* expression pattern in muscle pioneers at 18 hpf (Figure S5D and E). Furthermore, knockdown of Hspb11 did not lead to a decrease in birefringence (Figure 6D–F). However, 80% (n = 10) of *hspb11* morphants showed a disruption in slow muscle myosin distribution. Gaps were formed between slow myofibers in knockdown embryos (Figure 6G–I). There are no other impairments, such as extra long intersomitic myofibers, detached myofibers or defective myosepta. This indicates that the development of muscle pioneers is not dependent on Hspb11. Moreover, the myofibril organization in superficial muscle cells is affected in the *hspb11* morphants, which suggests that Hspb11 is involved in slow muscle myofibril organization and/or maintenance.

## Discussion

By a comparative toxicogenomic approach we demonstrated that the AChE inhibitor APM induced specific responses on the gene expression levels in zebrafish embryos. Other non-AChE inhibiting compounds (DMB and DNP) did not affect the same cluster of genes. 

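After 24 h limma called 2 probes higher and 2 lower with DMB, and 2 higher and 0 lower with DNP; without adjustment, 1037 probes (6.6%) and 2262 probes (14.3%) had a p below 0.05. Of the 24 probes called for APM, 0 were called in the same direction for DMB or DNP, where groups without any change simulated against the same control arrays shared 0.27 on average over 100 simulations. Fits with a block called more than 24 probes for APM, higher or lower, and their overlap was counted over their own calls. It was 7 with the replicate number as a block, 12 with the slide as a block and 20 with the slide as a random block. On the 15 APM specific probes the log2 fold changes ranged from -0.88 to 0.72 with DMB and from -0.15 to 1.00 with DNP. For *hspb11* they were 0.22 (SE 0.29, adjusted p = 0.879) with DMB and 0.78 (SE 0.29, adjusted p = 0.253) with DNP, and APM was higher than DMB by 2.32 (adjusted p = 0.00175) and than DNP by 1.76 (adjusted p = 0.0141). Across all probes, which are not independent, the log2 fold changes of APM correlated with those of DMB at 0.34 and of DNP at 0.31, while the simulated groups gave 0.44 (-0.06 to 0.80) and 0.44 (-0.08 to 0.82) because the controls are shared. After 48 h, 0 probes were called for any compound, and for DMB and DNP this depended on the fit: array weights gave 1505 higher and 1543 lower for DNP, and the fit over all 32 arrays 70 higher and 90 lower for DNP and 5 higher and 8 lower for DMB. In the reported fit there were 1205 (7.8%) and 1515 (9.9%) for DMB and DNP at an unadjusted p below 0.05. The counts for DMB and DNP depended on the processing: the normexp background correction gave 3 higher and 4 lower for DMB and 7 higher and 7 lower for DNP after 24 h, the 75th percentile normalization 2 higher and 1 lower for DMB, and the replicate block 110 higher and 186 lower for DNP. With fewer probes called for DMB and DNP than for APM, the absence of an overlap rests on few calls. The paper states that APM induced specific responses, setting its cluster of APM induced genes against DMB and DNP, which do not inhibit AChE.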

Gene set enrichment analyses (GSEA) revealed APM affected genes as enriched in a couple of gene sets involved in neuronal/muscle structure and differentiation. 

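Over all 22 lists, camera called 5 higher and 4 lower with APM after 24 h, and 3 higher and 5 lower after 48 h. The small heat shock protein list (5 genes, 4 of them above 0) had the largest median change after 24 h, 0.48, with an adjusted p of 5.11e-06. It contains *hspb11*, which had the largest change among the APM specific probes and was the 1 gene of the list called over all probes. The call of this list is therefore not separate evidence for a response of the whole class. Further lists higher after 24 h were those of immediate early genes (median 0.03, mean 0.22, adjusted p = 0.00766) and of the oxidative stress response (0.06, adjusted p = 0.0261); the hemoglobin list (-0.20, adjusted p = 0.0261) and the cytosolic ribosome list (-0.03, adjusted p = 0.0451) were lower. Of 23 alternatives, the call was lost in 4 for the immediate early genes, 8 for the oxidative stress response, 7 for the hemoglobins and 14 for the cytosolic ribosome, and the median of the immediate early genes turned to -0.01 without APM replicate 3. With fry, which uses no preset correlation, 3 lists kept a call after 24 h (small heat shock proteins, adjusted p = 0.000265; striated muscle contraction, 0.00724; JAK-STAT) and 1 after 48 h. With an estimated correlation between genes, whose median was 0.117 after 24 h and 0.165 after 48 h, 1 list did after 24 h (small heat shock proteins, adjusted p = 0.0219) and 0 after 48 h. In data simulated for the 48 h comparison, camera with the preset correlation also called 5 lists that had not been changed.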

The enrichment of genes within these gene sets particularly after 48 h of exposure might indicate subtle morphological changes caused by APM. This is supported by the birefringence analysis which revealed structural alterations in muscular tissue. It is known that the lack of AChE activity in zebrafish results in an increase of muscular activity and can cause a progressive myopathy [5], [8]. 

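The lists called after 48 h besides striated muscle contraction were the lens crystallins (16 genes, median log2 change 0.79, adjusted p = 1.35e-06) and the small heat shock proteins (5 genes, 0.45, adjusted p = 0.0417), which were higher, and the nucleolus (20 genes, -0.46, adjusted p = 6.92e-12), RNA polymerase III (14 genes, -0.30, adjusted p = 9.98e-05), translation initiation (38 genes, -0.19, adjusted p = 0.00111), cytosolic ribosome (65 genes, -0.08, adjusted p = 0.00159) and cell cycle lists (24 genes, -0.16, adjusted p = 0.00271), which were lower. The call of the small heat shock proteins was lost in 13 of 23 alternatives, among them the replicate number as a block (adjusted p = 0.0587) and leaving out APM replicate 2, 3 or 4 (adjusted p = 0.0694 to 0.17). Of the 8 lists called after 48 h, RNA polymerase III alone kept its call with fry (adjusted p = 0.0492). The lens crystallins had a mean deviation of 0.54 to 0.71 in the 4 APM arrays, 0.87 to 0.92 in control replicates 1 to 3, and -1.11 in control replicate 4; against the controls alone their median was 0.24 (adjusted p = 0.146). Against the controls alone, the nucleolus list alone among the lower lists passed the threshold (median -0.33, adjusted p = 0.000968). Its mean deviation was -0.44 to -0.25 in the 4 APM arrays, -0.39 to -0.37 in control replicates 1 to 3 and 0.70 in control replicate 4, so that this difference rests on control replicate 4.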

We showed that genes of the APM-specific cluster (*hspb11*, *pdlim3b* and *socs3a*) were differently expressed in response to various AChE inhibitors. Pdlim3b, also known as Alp-like, is a structural protein and a member of the PDZ/LIM protein family which are characterized by the presence of both, a PDZ and a LIM domain [27]. Their functions are related to actin anchorage in muscles and non-muscle cells. PDZ/LIM proteins are required for muscle development and maintenance as has been shown for zebrafish *pdlim7* [28]. During zebrafish development *pdlim3b* (*alp-like*) is expressed in myotomes [27]. Hence, changes in *pdlim3b* expression in response to AChE inhibitors might be related to early disturbances of muscle structure and differentiation. The comparison of the responses to different AChE inhibitors and 4-nitrophenol indicated that *socs3a* was not induced specifically by AChE inhibitors. *Socs3a* belongs to the suppressor of cytokine signaling (Socs) protein family. It negatively regulates cytokine signaling in order to prevent excessive cytokine signaling that may disturb the normal homeostasis and cellular functions [29], [30]. Hspb11 is a member of the small heat shock proteins (sHSPs) family, which is a subclass of HSPs characterized by their low molecular weight and presence of the conserved α-crystalline domain. Many sHSPs act to prevent or reverse improper protein associations in an ATP independent manner and they are expressed in nearly all species [31], [32]. In our microarray experiments, *hspb11* was the only significantly induced member of sHSPs in zebrafish embryos exposed to APM. 

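Of the sHSP genes of the zebrafish, 7 have a probe on the array and 5 were tested, *hspb11*, *hspb1*, *hspb7*, *hspb8* and *cryaa*. After 24 h, 1 of the 5 was called higher with APM over all probes, *hspb11*, and 2 were called when adjusted over the list alone. The second was *hspb7*, with a log2 signal of 7.27 ± 0.24 in the controls and 7.94 ± 0.20 with APM (SD, n = 4 each), a log2 fold change of 0.67 and a limma adjusted p of 0.0776 over all probes. It passed the threshold in 4 of 24 alternatives, with the slide as a block (adjusted p = 0.0168), the slide as a random block (0.00423) and the scan as a block (0.0245), and without control replicate 3 (0.76, adjusted p = 0.0401). In the fit over all 32 arrays 0 sHSP genes were called by the brightest probe of each gene, whereas the other probe of *hspb11* was still called (adjusted p = 0.0462). The changes of *hspb1* (0.52) and *hspb8* (0.40) had an adjusted p of 0.949, and that of *cryaa* (-0.34) an adjusted p of 0.963; the change of *cryaa* was 0.11 in the authors' log2 table, in which the median of all probes is higher with APM too. After 48 h, 0 of the 5 genes were called, with log2 fold changes from -0.42 to 1.04. The probes of *cryaba* and *cryabb* were not well above background on at least 4 arrays of either duration.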

Commonly, the chaperone function, i.e. the support of correct protein folding, is considered as major physiological role of sHSPs and is regarded as the reason for their induction by a variety of stress factors [33]. It has been shown that HSPs are involved in several other processes, such as actin regulation, intermediate filaments assembly, apoptosis signaling or regulation of the cellular redox status [34], [35]. Furthermore, various diseases are known to be linked to mutations of sHSPs including cancer, neurodegenerations, and myopathies [36], [37]. Up to now, thirteen sHSPs are identified in zebrafish and their developmental and heat shock induced expression patterns have been described. The expression of *hspb11* is strongly induced after heat shock and transcripts are found throughout the somites and the hearts [38]. *Hspb11* orthologs seem to exist in nearly all vertebrates except mammals.

ACh is a neurotransmitter which is released by excitation of motoneurons at the neuromuscular junction. Binding of acetylcholine to nAChR depolarizes membranes of adjacent muscle cells and induces an intracellular calcium increase. Calcium acts as a messenger linking excitation events at the membrane with downstream effects, like contraction, ATP production and transcription [39], [40]. Thus, the observed altered expressions of *hspb11* could be mediated via the ACh/nAChR/calcium pathway. In this case, transcriptional up-regulation would primarily be observed in skeletal muscle tissues. An inactivation of nAChR would result in a loss of *hspb11* expression and *ache* mutants should exhibit elevated *hspb11* levels as well. Furthermore, it would be likely that compounds, which do not activate nAChR but increase cytosolic calcium levels, induce the expression of *hspb11*. Indeed, the experimental observations clearly support the anticipated role of nAChR and calcium, i.e. the *ache* −/− mutant exhibited an elevated *hspb11* expression in muscle tissue similar as in embryos exposed to APM. In *sop^fixe^−/−* mutants, which do not express a functional nAChR, the *hspb11* developmental expression pattern was completely lost and an induction of *hspb11* with APM was not possible. This data and the repressed transcription of *hspb11* by MS-222 provided evidences that developmental *hspb11* expression is muscle activity dependent.

Modulation of intracellular calcium levels with thapsigargin or caffeine, which most likely affect the whole zebrafish embryo and is not restricted to muscles, resulted in *hspb11* induction. Calcium dependent signal transduction cascades play important roles in the control of skeletal muscle gene expression in mammals and increased calcium levels result in, for instance, suppression of gene expression of myogenin and nAChR [41]. Likewise, in *ache* −/− mutant zebrafish embryos the sub-cellular localization of nAChRs is disturbed [5]. In our study, however, we did not detect down-regulation of muscle-specific genes such as nAChR or myogenin. It has been shown in zebrafish that acetylcholine and calcium signaling are required for the organization of slow muscle myofibrils [42]. Additionally, zebrafish mutants that exhibit disturbed calcium regulation in muscle tissues, such as *ache*, *sop^fixe^* or *acc*, showed disarrayed muscle fibers [5], [18], [43]. 

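Of the muscle nAChR genes and myogenin, 4 were tested, *chrna1*, *chrnd*, *chrne* and *myog*. After 24 h their log2 fold changes with APM were 0.14, 0.07, -0.07 and 0.03, with SEs of 0.13, 0.11, 0.13 and 0.35 and limma adjusted p-values of 0.963, 0.972, 0.972 and 0.995. After 48 h they were 0.03, 0.16, 0.24 and -0.41, with SEs of 0.15, 0.18, 0.24 and 0.66 and adjusted p-values of 0.989, 0.974, 0.974 and 0.974. Neither over all probes nor adjusted over the list alone was any of the 4 genes lower, and the count stayed at 0 under 24 alternatives after 24 h and 23 after 48 h. The changes of *chrnd* at both durations, of *chrna1* after 24 h and of *chrne* after 48 h stayed above 0 in the alternatives run, whereas the sign of the other 4 values was not stable; that of *myog* after 48 h ranged from -0.58 to 0.47 over the alternatives that keep all replicates and from -0.81 to 0.22 with single replicates left out. The SEs limit the size of a decrease that could have been detected, in particular for *myog*.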

In our study, we showed that *hspb11* expression is modulated in *ache* and *sop^fixe^* mutants. A continuous elevation of calcium levels and subsequently enhanced calcium-activated protease activity has been shown to cause myofibre degeneration [20], [44]. This suggests that the correct regulation of cytosolic calcium transients is important for *hspb11* gene expression and myofibril organization and Hspb11 may compensate for calcium-induced protein degradation. We demonstrate that down-regulation of Hspb11 has no effect on muscle pioneer development, which is supported by the *eng2a* expression. Furthermore, morpholino knockdown of Hspb11 alters the distribution of slow muscle myosin. Hence, Hspb11 is important for myofibril organization and/or maintenance. Hspb11 may play a critical role in folding and assembly of various sarcomeric proteins during myofibrillogenesis and it remains to identify Hspb11 client proteins.

The transcriptional regulation of *hspb11* can be mediated via specific transcription factors, e.g. Creb, Nfat, Nf-κB, which are important components of intracellular signaling pathways and are regulated by calcium [45], [46]. By analyzing sequences 5 kb upstream of the *hspb11* transcriptional start site, several putative binding sites of these transcription factors are present (27 for Creb, 12 for Nfat, and 5 for Nf-κB, respectively, data not shown). However, the precise mechanism of the *hspb11* transcriptional regulation remains to be further investigated.

In summary, the combination of comparative toxicogenomics and functional analysis has led to the identification of *hspb11* as a possible marker for interference with neuromuscular signaling and/or calcium signaling. Further research need to address how elevated calcium levels and *hspb11* expression are linked.

## Materials and Methods

### Ethics Statement

All zebrafish husbandry and experimental procedures were performed in accordance with the German animal protection standards and were approved by the Government of Saxony, Landesdirektion Leipzig, Germany (Aktenzeichen 75-9185.64). Based on the *Guidelines on the protection of experimental animals* by the Council of Europe, Directive 2010/63/EU, which allows zebrafish embryos to be used up to the moment of independent feeding (approximately 5 days after fertilization). Because embryos used here were no more than 4 days old, no license is required by Council of Europe (1986), Directive 2010/63/EU or the local authority.

### Fish maintenance

A wildtype zebrafish strain (WiK) was obtained from the Max Planck Institute of Developmental Biology (Tübingen, Germany) and cultured at 26°C according to standard procedures [47]. Mutant lines *ache* ^sb55^, *sop^fixe^* and *smu* ^b577^ have been described previously and were kept at the Institute of Toxicology and Genetics, Karlsruhe [5], [18], [48].

### Chemical exposure experiments

Embryos were exposed from 2–50 hpf, 26–50 hpf, 48–50 hpf and/or 12 hpf (5-somite stage) to 72 hpf in 100 ml crystallization dishes covered with watchmaker glasses with the chemicals. The following chemicals were used: APM (azinphos-methyl, CAS#86-50-0, purity 98,5%, Fluka), DMB (1,4-dimethoxybenzene, CAS#150-78-7, purity 99%, Sigma-Aldrich), 2,4-DNP (2,4-dinitrophenol, CAS#51-28-5, purity 99%, Fluka), GAL (galantamine hydrobromide, CAS#1953-04-4, purity 98%, Sigma), propoxur (CAS#114-26-1, purity 99,9%, Fluka), disulfoton (CAS#298-04-4, purity 99%, Fluka), 4-nitrophenol (CAS#100-02-7, Fluka), thapsigargin (CAS#67526-95-8, purity ≥98%, Sigma), caffeine (CAS#58-08-2, purity ≥99%, Fluka) and MS-222 (Ethyl 3-aminobenzoate methanesulfonate, CAS#886-86-2, purity 98%, Sigma-Aldrich). Stock solutions of the chemicals were prepared either in exposure medium (294.0 mg/L CaCl_2_*2H_2_O, 123.3 mg/L MgSO_4_*7H_2_O, 64.7 mg/L NaHCO_3_, 5.7 mg/L KCl; according to ISO guideline 15088 or DMSO (thapsigargin)). Exposure concentrations were prepared by dilution of stock solutions. In case of thapsigargin DMSO concentration in exposure and control media was adjusted to 0.01%. Exposure concentrations of APM, DMB and DNP were analyzed by GC-MS by the TZW (Technologie Zentrum Wasser, Karlsruhe, Germany). After 48 h of exposure 90% (APM, 5.23 µmol/L), 75% (DMB, 379 µmol/L) or 74% (DNP, 10.6 µmol/L), respectively, of the nominal concentrations could be detected.

### Microarray analysis

RNA was extracted from 50 embryos for each treatment (controls and embryos exposed to the LC_10_, 4 independent biological replicates each). We used the 4×44 K Agilent *D. rerio* oligo microarrays (Amadid #015064, Agilent, Böblingen, Germany). 

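Of the 21495 probes, 7241 were named through their accession in the RefSeq gene table, 622 because their array name is a current symbol and 2407 through a synonym, together 47.8%, and 11225 keep the name of the array design. In all, 9918 probes carry a gene symbol and represent 6906 genes. The gene that the paper calls *hspb11* is listed as *hspb9l* in that table, which uses *hspb11* for another gene; the reverse primer of the paper for *hspb11* lies with all its 20 bases in the probe that gave the larger change.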

The synthesis/labeling of cRNA with Cy3 (Agilent Low RNA Input Linear Amplification Kit) and hybridizations with the microarray slides were performed according to the manufacturer's instructions. Slides were scanned with an Agilent DNA Microarray Scanner.

Fluorescent intensities of individual microarray spots were extracted using the Agilent Feature Extraction software (Version 9.1). 

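By the headers of the deposited scanner output, 2 of the 32 arrays, DMB replicate 1 and APM replicate 4 of 24 h, were extracted with a later version of the software than the others. Without APM replicate 4, 17 of the 24 probes called for APM after 24 h were still called, and with the extraction version as a block 20 were.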

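The log2 table deposited by the authors was set against the mean processed signal of the spots of each probe. On 18 arrays 100% of the probes, after rounding, lay within 0.01 of the log2 of that mean. The other 14 arrays, all of the 24 h exposure, differed from it, with median differences from -0.02 to 0.03. The medians of the columns ranged from 5.93 to 8.30, so that the table is not normalized between arrays. With its values as deposited, 45 probes were higher and 0 lower with APM after 24 h, 23 of them among the 24 found with the quantile normalized signals, and 24 were APM specific; the median over all probes was then shifted by 0.36 with APM, 0.04 with DMB and -0.24 with DNP, and after 48 h by -0.12, -0.78 and -0.48.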

Log2-transformed fluorescent intensities were quantile normalized and used to calculate the ratio for each treatment versus the mean fluorescent value of the respective control. Analysis of statistical significance with SAM [49], false discovery rate adjusted to 0, p<0.03) and hierarchical clustering were performed with these ratios and the TMEV software package version 4.3 [www.tm4.org] [50]. 

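SAM was repeated for APM against the controls with the 70 distinct permutations of the 8 arrays, the smallest delta at which the median number of false calls was 0, and a permutation p below 0.03. After 24 h it called 26 of 15762 probes higher and 0 lower, 19 of which limma called as well, including both *hspb11* probes and the *socs3a* probe. After 48 h it called 0 of 15350 probes. The smallest p that these permutations allow is 0.0286, so that the limit of 0.03 is met only by the most extreme values. Hierarchical clustering was not repeated here.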

The microarray data is MIAME compliant, and raw and normalized data have been submitted to the Gene Expression Omnibus (GEO) database [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27680].

For the identification of biological functions and pathways associated with the changes in gene expression caused by the APM treatment, Gene Set Enrichment Analyses (GSEA) [www.broadinstitute.org/gsea/index.jsp] [51], [52] was performed. Since the Molecular Signatures Database (MSigDB), on which GSEA is based, contains mostly human and rodent gene sets, we used the human ortholog gene names/annotations for this analysis. Human orthologs of the whole microarray probe set were assigned using Biomart [http://www.ensembl.org/biomart/index.html]. GSEA was performed using the complete dataset whereas 5961 genes, i.e. those for which a human ortholog was identified, could be associated with gene sets from the database. The gene sets of the MSigDB (v3.0) databases C2 (Gene sets collected from various sources such as online pathway databases, publications in PubMed, and knowledge of domain experts) and C5 (Gene sets of Gene Ontology terms) were used for the analysis.

### AChE activity assay

Zebrafish embryos were exposed with different APM concentrations for 24 h (26–50 hpf). 30 embryos were used for AChE activity assay and were performed as previously described [53]. Non-linear modeling was performed from the plot of AChE activities with JMP 8.0 software (SAS, Cary, NC).

### Quantitative real-time PCR analysis

Total RNA was extracted from 50 control, mutant or exposed zebrafish embryos at 50 hpf. 2 µg of total RNA was reversely transcribed with RevertAid™ H Minus Reverse Transcriptase (Fermentas) according to the manufacturer instructions. qPCR was carried out using Step-One-Plus PCR System (Applied Biosystems) and we used the SensiMix^™^ SYBR with ROX as passive reference (Bioline). qPCR experiments were performed with three independent biological replicates and each single run was performed in three replicate samples. Statistical analysis of qPCR experiments were performed with one-way ANOVA followed by Dunnett's post test using GraphPad Prism 5.0 software (GraphPad Software, San Diego California USA). Primer sequences are given in Table S1. Relative expression levels were determined by using the ΔΔCt method [54].

### Cloning, *in situ* hybridization, immunohistochemistry, and microscopy

The open reading frame (ORF) of *hspb11* was amplified with ORF primers (Table S2), cloned into pCRII-blunt vector (Invitrogen) and was verified by sequencing. This construct was used for the synthesis of *in situ* hybridization probes. GFP constructs were amplified with F1-MOATG-gfp/R1-GFP primers for *atg-gfp* and F2-MOUTR-gfp/R1-GFP primers for *utr-gfp* (Table S2) using pEGFP-N1 (Clonetech) vector as template. Construct for the rescue experiment was generated by using mm*hspb11*-F/*hspb11*-ORF_Rev primers (Table S2) and *hspb11*-ORF-pCRII vector as template. Products were cloned into pCRII blunt vector (Invitrogen) and subcloned into pCS2P+. We performed whole-mount *in situ* hybridization (WISH) and immunohistochemistry as described previously [55], [56]. We used the monoclonal antibody directed against slow muscle myosin (F59). The F59 monoclonal antibody developed by Frank E. Stockdale was obtained from the Developmental Studies Hybridoma Bank developed under the auspices of the NICHD and maintained by The University of Iowa, Department of Biology, Iowa City, IA 52242. WISH was performed with ∼50 embryos per treatment if not stated elsewhere. Birefringence was analyzed with a stereomicroscope (MZ16F; Leica, Wetzlar, Germany) as described previously [5]. A Leica compound microscope (DM 5000B) and LCS software (Leica, Wetzlar, Germany) were used to analyze antibody staining.

### Morpholino knockdown and mRNA injection

Morpholinos (Gene Tools, LLC, Philomath, OR) were dissolved in water and injected at the following concentrations: 0,25 mM – 1 mM MO(ATG)-*hspb11* (5′- TCGGGCAAAGCATCTTCAGTGGATT- 3′); 0,25 mM–1 mM mmMO-*hspb11* (5′-TCcGGgAAAGgATCTTCAcTGcATT-3′) was a 5 base mismatch control for MO(ATG)-*hspb11*; 0,25 mM–0,5 mM MO(5′UTR)-*hspb11* (5′- TTTGCTGTTGAGCTGTTTGGCTTCT- 3′); 0,25 mM–1 mM MO-*p53* (5′-GACCTCCTCTCCACTAAACTACGAT-3′). 5′ capped mRNAs were transcribed from linearized vectors using the mMESSAGE mMACHINE SP6 Kit (Applied Biosystems/Ambion, Austin, TX). Injection needles were pulled from borosilicate glass capillary tubes with filament (GC100F-10; Warner Instruments, LLC, Hamden, CT) using a Narishige micropipette puller (Tokyo, Japan). Embryos were injected with the Eppendorf FemtoJet (Hamburg, Germany) through the chorion into the yolk compartment at the one-cell stage.

## Supporting Information

Figure S1 **Acute toxicity of AMP, DMB and DNP in zebrafish embryos.** Dose response curves were determined by recording mortality in 2–50 hpf exposed embryos. Non linear regression modeling was performed with SigmaPlot version 11 (Systat Sofware Inc., San Jose, California) using the Hill 4 parameter equation (f = y0+a*x∧b/(c∧b+x∧b)).
(TIF) Click here for additional data file.

Figure S2 **AChE enzymatic activity in response to various APM concentrations.** AChE enzyme activities are expressed as fold change of controls (based on specific activity). (n  =  3, exposures from 26–50 hpf).
(TIF) Click here for additional data file.

Figure S3 **Heat map of a hierarchical cluster analysis of genes significantly differentially expressed in zebrafish embryos.** Embryos were exposed for 24 h (26–50 hpf) or 48 h (2–50 hpf) to azinphos-methyl (APM), 1,4-dimethoxybenzene (DMB) or 1,2-dinitrophenol (DNP). Genes with significantly altered expression were identified using SAM (TM4 software suite). Treatments were performed by two separate series of experiments, one for the 24 h exposure and one for the 48 h exposure. C24 and C48 are control samples that refer to these separate experiments. Data represent the log2-ratio of each treatment or control to the average of control levels (either C24 or C48). Numbers 1–4 indicate different independent biological replicates. The cluster of genes, which are specifically regulated by APM, is marked by orange lines.

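Slides and scan sessions differed between the series as well. The 32 arrays lay on 9 slides and were scanned in 5 sessions. Of the 24 h series, slides 1, 2 and 4 each held replicates 1, 2 and 4 of all 4 groups in that order, slide 3 held control and APM replicate 3, and slide 5 held DMB and DNP replicate 3. Of the 48 h series, control replicates 2 and 4 lay on slide 3 with arrays of the 24 h series, and the other 14 arrays on slides 6 to 9. The deviations of arrays from the mean of their group correlated at 0.38 on average between arrays of the same slide in both series, and at -0.09 after 24 h and -0.08 after 48 h between arrays of different slides. With the slide as a block, 61 probes were higher and 12 lower with APM after 24 h, and all 24 probes called without the block were called. Of the APM specific probes, 24 were induced and 1 was repressed. After 48 h the count for APM was 0. There the block leaves the comparison with the controls to control replicates 1 and 3, because slide 3 held no exposed embryos of 48 h. This count of 0 therefore says little.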

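The replicate numbers were compared with the likeness of the arrays. For each array, the deviation of every probe from the mean of its group was taken, and these deviations were correlated across probes, which are not independent replicates. After 24 h, APM and control arrays of the same number correlated at 0.41 to 0.67 (mean 0.52) and those of different numbers at -0.15 on average. After 48 h the values were 0.13 to 0.41 (mean 0.24) and -0.09. For DMB and DNP after 24 h, arrays of the same number as a control correlated with it at -0.03 to 0.38 and 0.16 to 0.42. The number and the slide coincide after 24 h except for replicate 3, where the control and APM arrays lay on another slide than the DMB and DNP arrays. The 4 pairs of replicate 3 on different slides correlated at -0.03 to 0.16, against a mean of 0.38 (0.12 to 0.67) for arrays of the same slide. After 48 h the pairs of the same number on different slides, those of control replicates 2 and 4, correlated at 0 to 0.20, against a mean of 0.38 (-0.02 to 0.88) on the same slide. The likeness thus went more with the slide than with the number, and for the other pairs the 2 cannot be separated.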

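The 15 APM specific probes of 24 h comprise both probes of *hspb11* and probes of *rrad*, *socs3a*, *tnni4a*, *pth1a*, *socs3b*, *cd151*, *lgals2a*, *twf2* and *smpx*, and 4 probes without a gene symbol. The genes outside those named by size of change were read off the list after its values were seen. The log2 fold change of *socs3b* was 1.47 (SE 0.15, limma adjusted p = 0.000165), and the smallest was that of *smpx*, 0.56 (SE 0.10, adjusted p = 0.0432). For *smpx*, DMB gave a change in the opposite direction, -0.88 (adjusted p = 0.00436). Probes called for APM but not distinguished from DMB or DNP include *irf1b* (1.61, adjusted p = 0.0309), *junba* (1.39, adjusted p = 0.0454), *irf9* (1.23, adjusted p = 0.000942) and *atf3* (1.01, adjusted p = 0.0163).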

(TIF) Click here for additional data file.

Figure S4 **qPCR analysis of** ***hspb11*** **,** ***pdlim3b*** **and** ***socs3a*** **expression in zebrafish embryos.** Embryos were exposed from 26–50 hpf to different AChE inhibitors. (A) Propoxur, (B) disulfoton, and (C) galantamine. (D) 4-nitrophenol served as unspecific (non-acetylcholinesterase inhibiting) control. Concentrations are given in µM if not differently labeled. Bars represent the relative gene expression as fold change of the respective untreated control as mean ± standard deviation of three replicate exposures. Control  =  ctrl. * P<0.05.
(TIF) Click here for additional data file.

Figure S5 **Muscle pioneer specific expression analysis of** ***hspb11*** **and** ***eng2a*** **expression**. (A) Transcripts of *hspb11* mRNA are localized in muscle pioneers of wildtype or *smu* heterozygous embryos (+/?). (B) *smu*−/− embryos lack muscle pioneers and *hspb11* expression is absent. (C) Homozygous *sop^fixe^−/−* mutants show wildtype *eng2a* expression in muscle pioneers and at the midbrain-hindbrain boundary (mhb). (D and E) Muscle pioneer development in MO(UTR)-*hspb11* and mmMO-*hspb11* injected embryos was not effected, confirmed by *eng2a* expression.
(TIF) Click here for additional data file.

Figure S6 **MO(ATG)-** ***hspb11*** **and MO(5′UTR)-** ***hspb11*** **morpholinos specifically target their** ***hspb11*** **binding sites.** Embryos injected with *gfp* mRNA that contains the MO binding site expresses GFP. Co-injection of MO(ATG)-*hspb11* or MO(5′UTR)-*hspb11* with the *gfp* mRNA abolishes GFP expression, whereas with the mmMO-*hspb11* morpholino does not reduce GFP expression. *atg-gfp* mRNA contains MO(ATG)-*hspb11* binding site. *utr-gfp* mRNA contains MO(UTR)-*hspb11* binding site.
(TIF) Click here for additional data file.

Table S1 **Gene sets exhibiting greatest overlap to differentially expressed genes in APM treated zebrafish embryos.** The analysis was performed by the software GSEA (gene set enrichment analysis) for all genes of which a human ortholog could be identified. Gene expression patterns of APM-treatments were compared to all other treatments (controls, exposure to 1,4-dimethoxybenzene and 1,2-dinitrophenol). Only gene sets with a p-value<0.01 are shown.
(XLS) Click here for additional data file.

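Table S1 pairs each gene set with its source collection and a nominal p-value. The paper's table holds 8 sets higher and 26 lower after 24 h, and 16 higher and 24 lower after 48 h. By the words neurogenesis, axon, gated, muscle or contractile in their names, 2 of the paper's sets after 24 h, both lower, and 6 after 48 h, all higher, refer to neurons or muscle. Nominal p-values are not corrected for the number of sets tested. A ranking of all genes enters such an analysis, so that it can place sets at a duration at which no single gene passes an adjusted threshold.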

Table S2 **List of primers used in this study.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

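RNA of 50 embryos per array was measured on 32 single-colour arrays, 4 for each of 8 conditions: controls and embryos exposed to APM, DMB or DNP for 24 h (26 to 50 hpf) or 48 h (2 to 50 hpf). The authors extracted the intensities with the scanner's software and deposited its output, in which the processed signal is an intensity corrected for background within the array and not normalized between arrays. A deposited table of log2 values per probe is not normalized between arrays either, and was used as an alternative.

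The processed signals were log2 transformed, control spots were removed, spots with an outlier mark were set to missing, and the 32 arrays were quantile normalized together. The spots of a probe, 2 at most, were averaged. A probe was tested for a duration when at least 1 of its spots was well above background on at least 4 of the 16 arrays. The number of arrays limits the precision of every value. Probes were named through the accessions, symbols and synonyms of a gene table, and otherwise keep the name of the array design.

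Each duration was fitted with limma (version 3.58.1, R 4.3.3) over its 16 arrays and 4 groups, with p-values adjusted by the method of Benjamini and Hochberg per comparison and a threshold of 0.05. APM specific probes differed from the controls, from DMB and from DNP in the same direction. The APM effects of the durations were compared by an interaction over all 32 arrays. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 22 lists and both durations. Most of them stand for kinds of sets that the paper found on these same arrays. The genes named are those the paper names and those with the largest changes among the APM specific probes and among the probes called for DMB or DNP; the few named outside this rule are marked as such. Further tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and data.table 1.17.8.

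The procedure was tested on simulated data, in which 200 probes were changed by 1.5 on the log2 scale. It recovered 186 of them with the right sign after 24 h, with 3 unchanged probes called, and 115 after 48 h, with 0 unchanged probes called.

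The alternatives concerned the normalization, the background correction, the filter on dim probes, the arrays in the fit, array weights, blocks for the replicate number, slide, scan and extraction version, the threshold, the definition of APM specific probes, SAM in place of limma, the test and contrast of the gene lists, and leaving out each replicate. Hierarchical clustering, GSEA with the human gene sets, the qPCR measurements and the other experiments of the paper were not analysed here.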

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

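Of the tests below, the comparison of the number of far arrays with chance and the look at far arrays with the highest signal were chosen only after the result was seen. The comparisons, the choices of processing and most alternatives were fixed before the data were examined, except where an alternative is named as added later. Some alternatives were not part of that plan. For the gene lists these were the slide as a block and leaving out control, DMB or DNP replicates. For the APM specific probes it was leaving out DMB or DNP replicates, and for the comparison of the durations leaving out any replicate. The alternatives for the overlap, the size of the response and the counts of sHSP and muscle nAChR genes were outside it too.

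In groups of 4 arrays, single arrays lay far from the other 3, with a gap to the nearest, relative to the range of the group, above Dixon's 95% critical value. After 24 h these were *chrnd* in DNP replicate 4 (log2 signal 10.66, others 10.91 to 10.94), *chrne* in DMB replicate 1 (12.07, others 12.56 to 12.61) and in DNP replicate 2 (12.72, others 12.63 to 12.64), and *smpx* in control replicate 3 (7.87, others 8.12 to 8.14). After 48 h they were *hspb11* in DMB replicate 3 (11.11, others 11.99 to 12.13) and DNP replicate 1 (11.22, others 12.26 to 12.45), *myog* in DMB replicate 3 (10.93, others 12.99 to 13.12), *chrne* in control replicate 4 (11.53, others 12.34 to 12.42), *hspb1* in control replicate 4 (16.48, others 12.76 to 13.31) and APM replicate 1 (12.07, others 13.86 to 14.02), and *g6pc1a.1* in DNP replicate 4 (8.93, others 10.75 to 11.08). The 75th percentile of the signal of control replicate 2 was 2658.3 (others 1858.3 to 1940.3). Chance flags about 1 in 20 groups. Among 168 groups of gene values, 11 had such an array, a number that chance gives (exact binomial p = 0.372), so the far arrays may be chance. Of the 11, 4 were the array with the lowest signal of their group against 1 in 4 by chance (exact p = 0.484), so that dim arrays stay open for these. The other 7 were not, and 3 of them had the highest signal of their group, which dim arrays cannot explain. No biological explanation was tested, since replicates share their condition.

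With DMB, the log2 change of *smo* was -0.26 after 24 h and 0.62 after 48 h, with every DMB array below the mean of the controls after 24 h and every array above it after 48 h. This was the only such case among 63 pairs of gene and compound. With the slide as a block the changes were -0.35 and 0.72, which argues against the slide as the whole cause. The value after 48 h then rests on control replicates 1 and 3, since control replicates 2 and 4 lay on a slide without exposed embryos of 48 h. The difference between the durations had a p of 0.449 adjusted over the 63 pairs, so that chance among the genes compared may account for it. A biological difference between the exposure durations stays open as untested beyond this.

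In APM-treated embryos after 24 h, signals outside the genes the paper discusses were those of *rrad* (log2 fold change 2.27), *pth1a* (1.53) and *tnni4a*, all among the 15 APM specific probes. The probe of *tnni4a* was not well above background on any control array, so that its fitted value of 1.72 measures no fold change. Slides 1 to 4 each held a control and an APM array of 24 h, so that a shift shared by a slide cancels in their comparison. A block for the slide leaves the fold changes against the controls as they are, so that the 15 calls kept with it are no test of the slide. Without APM replicate 4, which was extracted with the later software version, 13 were still called against the controls. This argues against the software version as the whole cause. For the position on the slide the arrays of 48 h argue against it as the whole cause. In the position of the 24 h controls, control replicate 1 and APM replicates 2 and 3 of 48 h had mean scores over the 15 probes of 0.70 to 1.33. In the position of APM replicates 1, 2 and 4 of 24 h, control replicates 3 and 4 and APM replicate 1 scored -0.62 to -0.36. APM replicate 4 there went the other way (0.86). Within the 24 h series position cannot be decided. APM replicate 3, the only APM array in the position of the DNP arrays, lay above all 4 DNP arrays on 15 of the 15 probes, but it is 1 array and these probes were selected with it. The number of probes that differ between APM and the controls was reached by 1 of 35 splits of the arrays and that of the APM specific probes by 1 of 100, the real split included, which argues against chance. Arrays of the same number, which share a slide, pair, though, which the 100 splits ignore, and only 8 of the 35 splits part all pairs. The real one gave 24 and the other 7 gave 0, and 1 of 8 is the smallest share such splits allow, so that among these alone chance stays open. For *tnni4a* the value depends on the background correction, with 0.27 under normexp. A response to APM is a candidate explanation for the others, as a hypothesis found and tested on the same arrays. Position is not excluded as a part of the cause.

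With DMB after 24 h, *rpe65a* was higher (log2 signal 9.89 ± 0.29 in the controls and 10.97 ± 0.19 with DMB, SD, n = 4 each; log2 fold change 1.08, limma adjusted p = 0.0332), and *smpx* (-0.88, adjusted p = 0.00436) and *ldha* (-0.59, adjusted p = 0.0332) were lower; with DNP, *g6pc1a.1* was higher (1.04, adjusted p = 0.00343). The paper does not discuss these genes. With the slide as a block 4 of the 4 genes were still called, which argues against the slide as the whole cause. The number of probes called for DMB, 4, was reached by 1 of 35 splits, the real one, which argues against chance, although only 8 of these splits part all pairs of the same number and 1 of 8 is the smallest share such splits allow. For DNP chance stays open, since 2 of 35 splits gave as many, the other being the exchange of DNP replicate 2 and control replicate 1. That other split does not part all pairs. Among the 8 that do, the highest other count was 0, and 1 of 8 is again the smallest share possible. The splits were counted without a block, whereas blocks for the slide or the replicate number gave more probes for DNP, up to 260 higher and 492 lower. The position on the slide is the same for all DMB arrays of 24 h, and no other array of 24 h held it. All DNP arrays of 24 h share a position as well, with APM replicate 3. The signal of *g6pc1a.1* was at most 10.37 in APM replicate 3 against 11.12 to 11.22 with DNP, but this is a single array. After 48 h most DMB and DNP arrays lay in other positions. With DMB the changes were then 0.90 (*rpe65a*), -0.39 (*smpx*) and -0.69 (*ldha*). With DNP that of *g6pc1a.1* was -0.13, and none of these passed the threshold. *rpe65a* lost its call in 12 of 24 alternatives and *ldha* in 15 of 24. A response to the compound may underlie these values, and position stays open beside it.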

How the results depend on the processing

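Of the alternatives below, the deposited log2 table with quantile normalization was chosen after seeing the data, and those named above as outside the plan were not fixed beforehand. The counts are of probes unless named otherwise, written as higher and lower, after 24 h unless 48 h is given. The cause was not tested for any of the changes below, except that fewer arrays in a fit lower its power by construction.

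The number of probes for APM after 48 h was 0 under each of 26 alternatives, and the interaction between the durations was 0 under each of 20. The muscle nAChR and myogenin genes gave 0 lower genes under every alternative tried. The log2 fold change of the brighter probe of *hspb11* after 24 h stayed past the threshold except with all 32 arrays, and with single replicates left out it ranged from 2.34 to 2.77. The other probe kept its call under 24 of 24 alternatives (highest adjusted p = 0.0462, with all 32 arrays). Among the values of counts, 612 stayed within 1.5 times the reported count and 117 did not; among those of named genes, 986 kept their side of the threshold, 41 lost a call and 5 gained one; among those of gene lists, 905 kept it, 77 lost a call, 26 gained one and 4 reversed.

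Under the 75th percentile normalization DMB had 1 lower and the median of the JAK-STAT list reversed to -0.02. Under the normexp correction APM had 1 lower, DMB 4 lower and DNP 7 higher and 7 lower, and the median size of the APM response was 0.9. With outlier-marked spots kept DMB had 1 lower. In the deposited log2 table APM had 45 higher, DMB 1 and 0, DNP 0 higher, 24 were APM specific, and the size was 1.83; with quantile normalization of that table DMB had 1 and 1. With probes well above background on all 16 arrays DNP had 3 lower.

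With all 32 arrays in the fit APM had 2 higher, DMB 0 and 0, DNP 0 higher, 0 were APM specific and 0 sHSP genes were called by their brightest probes, while after 48 h DMB had 5 and 8 and DNP 70 and 90. With only the 8 arrays compared APM had 13 higher, DMB 0 and 0, DNP 0 higher, 1 was APM specific, and after 48 h DNP had 2 higher. With array weights APM had 1 lower, DMB 11 and 6, DNP 23 and 42, and after 48 h DNP 1505 and 1543.

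With the replicate number as a block, which pairs the arrays, APM had 41 and 3, DMB 8 and 6, DNP 110 and 186, 1 repressed probe was APM specific and the overlap of APM with DMB or DNP was 7; it moved no other count beyond 1.5 times, and all 24 APM probes were still called. With the slide as a block APM had 61 and 12, DMB 19 and 13, DNP 141 and 228, 24 induced and 1 repressed were APM specific, the overlap was 12, 2 sHSP genes were called and 3 gene lists were higher. With the slide as a random block the values were 71 and 19, 22 and 14, 260 and 492, 28 and 1, an overlap of 20 and 2 sHSP genes. With the scan as a block APM had 1 lower, DMB 6 higher, DNP 12 and 17, and 2 sHSP genes were called. With the extraction version as a block DMB had 0 and 1.

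At an adjusted p below 0.01 APM had 13 higher and DMB 0 and 1. Counting probes called for APM and for neither other compound gave 23 APM specific probes. Under fry 3 gene lists were higher and 0 lower, and after 48 h 0 and 1; with an estimated correlation 1 and 0, and after 48 h 0 and 0. Against the controls alone 2 lists were lower, after 48 h 1, and the median of the axon guidance list after 48 h reversed to 0.24.

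With single replicates left out, APM had 13 to 27 higher (13 without APM replicate 2) and 0 to 2 lower (2 without APM replicate 1), and 5 to 13 were APM specific (5 without APM replicate 2, 8 without DNP replicate 4). DMB had 0 to 2 higher and 1 to 1 lower, DNP 0 to 3 lower (3 without DNP replicate 2), and after 48 h DMB 0 to 1 lower (1 without DMB replicate 3). The number of sHSP genes was 1 to 2 (2 without control replicate 3). The share with the same direction at both durations was 83.3 to 100% for the called probes and 38 to 55.2% for all probes (55.2% without APM replicate 3 of 24 h). The gene lists higher were 2 to 5 (2 without APM replicate 2) and after 48 h 2 to 6 (6 without APM replicate 1), and those lower 2 to 5 (2 without control replicate 3 or APM replicate 4). The median of the JAK-STAT list ranged from -0.01 to 0.05 (-0.01 without DNP replicate 2) and that of the immediate early genes from -0.01 to 0.11 (-0.01 without APM replicate 3).

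Signal over background limits the dim probes: on single arrays 56.9 to 72.8% of the spots were well above background, and changes of probes below it were not tested.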

Differences from the paper's values

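The count over 6 lists below was put together only after the values of the lists were seen. A difference was counted when a value and that of the paper differed by more than a factor of 1.5. For *hspb11* the arrays gave 5.82-fold after 24 h against 8-fold in the paper, which is within this factor. It was beyond it without control replicate 4 (5.10), APM replicate 1 (5.06) or APM replicate 2 (5.24). For *socs3a*, the paper's value is a 6-fold induction by APM in quantitative PCR, the highest over APM concentrations in other embryos; the arrays gave 3.86-fold after 24 h (SD 1.4). Of the alternatives set before the data were examined, the difference was not met in the deposited log2 table (4.96), with array weights (4.26), with the extraction version as a block (4.11), and without control replicate 3 (4.41), APM replicate 3 (4.35) or APM replicate 4 (4.17). It was met under the 75th percentile normalization (3.73), quantile normalization within each duration (3.76), the normexp correction (3.25), outlier-marked spots kept (3.92), without control replicate 1 (3.66), 2 (3.97) or 4 (3.48), without APM replicate 1 (3.56) or 2 (3.46), and under the filters, sets of arrays and other blocks, which gave 3.86.

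The paper names an APM specific cluster of significantly induced genes after both durations. Here limma called 15 such probes after 24 h and 0 after 48 h, where 84 probes were higher at an unadjusted p below 0.05 and SAM called 0; no setting called any probe for APM after 48 h.

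The paper finds more gene sets of neurons and muscle after the longer exposure. Over 6 lists of such genes, which are not the paper's sets, 2 were called after 24 h and 1 after 48 h. APM against the controls alone is the setting with more after 48 h, 1 and 3.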

Other observations

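Of the tests below, those of a response shared by both durations, of lower values in DMB and DNP, of slide 9, of low signal, of developmental stage and of slide 6 were chosen only after the result was seen.

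The spread between replicate arrays was larger after 48 h, with a median residual SD of 0.43 against 0.21 after 24 h. With the slide as a block it was 0.33 against 0.13, with the scan session as a block 0.34 against 0.17, and with 1 array left out at the lowest 0.38 (control replicate 4), so that neither slides, scans nor a single array account for the whole difference. The series were exposed separately, while control replicates 2 and 4 of 48 h shared a slide with arrays of 24 h, and a biological difference between the series was not tested.

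Other splits of the arrays were counted for each comparison. For the gene lists after 24 h, 2 of 100 splits, the real one included, gave the 9 lists called, which argues against chance. But these splits ignore the slides and the pairing of the arrays. They also favour the real split, since most lists follow sets that the paper found with it. Moreover, fry called 3 lists and camera with an estimated correlation 1, so that chance stays open for most of the lists. After 48 h it cannot be excluded (18 of 100). The count was 0 for APM, DMB and DNP after 48 h, for the APM specific probes after 48 h and for the interaction, so that every split gives as many (35 of 35 for each compound, 100 of 100 for the others) and says nothing about chance. For DMB and DNP after 48 h, replicates 1 and 3 of the compound and of the controls against the rest gave 78 and 483 probes, and the exchange of DMB replicate 3 and control replicate 4 gave 29. The former split follows slides 6 and 7 against the other slides, and with the slide as a block the count of the real comparison was 0 for both. That block leaves the comparison to control replicates 1 and 3, since control replicates 2 and 4 lay on a slide without exposed embryos of 48 h. These counts of 0 therefore say little.

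The APM specific probes of 24 h had a mean score of 0.63 ± 0.71 in APM and -0.03 ± 0.63 in control arrays after 48 h (SD, n = 4 each; exact permutation test, 2-sided, p = 0.171). Against all 12 other arrays of 48 h, which had -0.21 ± 0.38 (SD), the same exact permutation test gave p = 0.011. A response shared by both durations may thus exist; the difference from the controls alone is not larger than chance allows. On these probes control replicate 1 (0.76) lay above the other controls (-0.62 to 0.20) and APM replicate 1 (-0.36) below the other APM arrays (0.70 to 1.33). On the 9 other probes called for APM after 24 h, control replicate 1 scored 0.43 (other controls -0.57 to 0.26) and APM replicate 1 scored -0.49 (other APM arrays 0.53 to 0.81), values that an exchange of these arrays needs. Slide 6, which holds both, is argued against, since its APM, DMB and DNP arrays scored -0.04 at most. With control replicate 1 and APM replicate 1 exchanged, limma called 0 probes for APM. The real groups gave 0 as well, so that this count cannot decide. An exchange is a candidate explanation as a hypothesis only. Variation between the exposures stays open, and the arrays were kept as named.

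The striated muscle contraction list was higher with APM after 48 h than in the mean of the other groups. Against the controls alone its median was 0.21, and without control replicate 4 it was 0.01, so that lower values in DMB, DNP and control replicate 4 may make up the difference; 4 controls are too few to decide, and this cannot be told apart from a rise with APM.

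DMB replicate 4 and DNP replicate 4 of 48 h deviated from their groups together, with a correlation of 0.88 across 15350 probes, which are not independent. APM replicate 4 of the same slide 9 correlated with them at 0.16 and 0.18. These values lie within the range of pairs on the same slide after 48 h (-0.02 to 0.88) and above the mean between slides (-0.08). They come from a single further array, so that the slide stays open. These arrays have the lowest 75th percentiles of signal of all 32, 631.2 and 1245.3. On the hatching gland list (6 genes) DMB replicate 4 deviated by -1.01 and DNP replicate 4 by -1.69. The next lowest arrays of 48 h, APM replicate 3 (1331), DNP replicate 2 (1414) and DMB replicate 2 (1435.2), deviated by 0.12, 0.28 and 0.49. For this list these values argue against low signal as the whole cause. Beyond this list low signal stays open. No biological explanation was tested.

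The exchange of control replicate 4 and DNP replicate 1 of 48 h gave 1930 probes where the real groups gave 0. By *ldha*, control replicate 4 (14.27) lay near the other controls (14.46 to 14.74) and DNP replicate 1 (13.57) with the other DNP arrays (13.63 to 13.70), but this gene alone cannot decide. Over 354 of the probes called for DNP after 24 h with the slide as a block, control replicate 4 scored 0.6 (other controls -0.44 to -0.19), and the DNP arrays ranged from -0.17 to 0.65, so that exchanged samples cannot be told apart from variation within the groups. A difference in developmental stage is consistent with the lens crystallin list, which deviated by -1.11 in control replicate 4 and by 0.87 to 0.92 in the other controls; it is a hypothesis, since this test was chosen after the split was seen.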
